A study of Homo sapiens with 7 samples. Its data were reported in "Long non-coding RNA GRASLND links melanoma differentiation and interferon-gamma response" (2024).

How the data were processed

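RNA was sequenced from Mel501 cells, a human melanoma line, that carried a doxycycline-inducible short hairpin. A short hairpin RNA is cut by the cell into a small guide RNA that lowers a matching transcript. The 7 libraries fell into 3 groups by their labels, namely 3 libraries with a hairpin against the bacterial gene lacZ (shlacZ, the control), 2 with the hairpin called sh4 and 2 with the hairpin called sh8. Both of the latter target the long non-coding RNA GRASLND. The labels do not pair sh4 and sh8 with the names shGRAS1 and shGRAS2 under which the study lists its target sequences, and no pairing was assumed in any comparison between groups.

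According to the methods of the study, ribosomal RNA was depleted, stranded libraries were sequenced as read pairs, adapters were trimmed with Cutadapt, reads were aligned to the human genome build hg38 with STAR, and genes were quantified with Salmon. The authors then passed the count matrix to DESeq2. Tool versions and the annotation release were not stated. The authors deposited a single table of normalized counts, that is, counts per gene divided by 1 size factor per library. These are not raw counts, but 100% of the values were whole multiples of the value of 1 read in their library. Whole reads were recovered in this way for depth and for 1 alternative test. The table held 21305 genes, none with fewer than 10 reads summed over the 7 libraries. A gene removed by that minimum was not analysed here. Size factors assume that most genes do not change, so a change shared by most transcripts would be scaled away.

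Depth was taken from the recovered reads and ranged from 13337317 to 22855232 reads per library. At these depths the counting error of a gene with many reads is small against the spread between replicates, whereas genes near the minimum are limited by counting. The columns were matched to samples by name, and 0 columns of other samples were present. The gene symbol was taken from the table, and 4633 genes had none. Of the gene identifiers, 21281 (99.9%) were found in GENCODE release 44 on hg38, the build the study names, which supplied coordinates, gene length, GC content and 233 of the missing symbols.

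The test was limma (version 3.58.1, in R 4.3.3) on log2(normalized count + 1), with the empirical Bayes variance trend, for the 15420 genes with a mean of at least 10 over the 7 libraries. Fold changes are on that scale, which understates the change of low genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 1, as in the study. Both hairpins together (n = 4) were compared with the control (n = 3) in a fit with 2 levels, after the design of the study. Each hairpin against the control, and sh4 against sh8, came from a fit with 3 groups that shared 1 estimate of the spread. GRASLND was also tested with an exact permutation test over all 35 splits of the libraries.

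16 gene lists were tested with camera at a preset correlation between genes of 0.01, two-sided, with fry and camera with an estimated correlation as alternatives. The lists were melanocytic, dedifferentiated, epithelial to mesenchymal transition (EMT), interferon gamma, type I interferon, MYC targets, IL6 JAK STAT3, TNF NFkB, WNT, TGF beta, cholesterol synthesis, p53 targets, S phase, G2/M phase, respiratory chain and cytosolic ribosome. They were written from general knowledge and are not the Hallmark sets of the study. Principal components were taken from the 500 most variable genes.

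The genes named were GRASLND, the genes the study names, the 6 calls with the highest rise and the 6 with the deepest fall in knockdown against control, and the 3 highest and 3 lowest calls of sh4 against sh8. Single genes and lists were followed through the alternatives in knockdown against control, and in other comparisons where they passed the threshold or the hairpins differed. That restriction was set after a fuller version, in which more results changed sign, had been seen. The last 3 sets needed a mean of at least 50, and the first pair of these also needed all knockdown libraries beyond all control libraries. AXL and CXCL11 were not analysed here, and CXCL9 lay under the minimum mean. The groups, tests, gene lists, the rule for named genes and most alternatives were fixed before the data were examined.

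Alternatives covered the pseudocount, the minimum mean, 2 other scalings, the variance trend, the replicate number as a block, other sets of libraries in the fit, and leaving out each library in turn. Added after seeing the data were limma-voom on the recovered reads, a fit without genes that match a hairpin seed, removal of the GC and length trend per library, rescaled and corrected versions of the gene lists, and separate control libraries for each hairpin. Planned negative binomial tests of the recovered reads were not run, because the table writes decimals in a form that kept it from being declared as counts.

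A seed match is a heptamer (7 bases) in a 3′ UTR that pairs with the start of the guide RNA. The exact cut of a hairpin varies, so 4 heptamers, each shifted by 1 base, were taken from the 3′ end of each target sequence. For 10590 genes with a mean of at least 50 and a 3′ UTR of at least 50 bases in the canonical GENCODE transcript, log2 fold changes were corrected for 3′ UTR length and GC content, limited to 4 standard deviations, and compared between genes with and without each of 16165 heptamers found in at least 50 genes. This part was run in Python 3.11.15 with numpy 2.4.6.

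Each procedure was tested on simulated data. With 200 of 15420 genes changed by a log2 fold change of 2, limma recovered 184 in knockdown against control, 176 for sh4, 173 for sh8 and 163 for sh4 against sh8, with 4 to 7 other genes called. A list of 30 genes raised by 0.5 was called by camera in 50 of 50 simulated data sets, as were 2 of 750 random lists. The simulated noise was independent between genes, so these counts do not show how camera treats lists whose genes vary together. A heptamer planted with a shift of -0.2 was among the 20 lowest in 50 of 50 trials over 10590 genes.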

Results

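The 7 RNA-seq libraries came from Mel501, a human melanoma line, with a control hairpin (shlacZ, n = 3) or 1 of the hairpins against GRASLND (sh4, n = 2, and sh8, n = 2) switched on by doxycycline. The depth was 16304553, 17803009 and 20916951 reads in the shlacZ libraries, 14465904 and 22855232 in the sh4 libraries, and 13337317 and 19467726 in the sh8 libraries. Between 20303 and 20771 genes had at least 1 read per library, and the most abundant gene took 2.55% to 3.40% of the normalized counts. Replicates differed by more than counting noise in every pair, with a mean chi-square per gene of at least 12.3, so no library was counted as a copy of another. The first shlacZ library lay farther from the other shlacZ libraries (at least 41.5) than these lay from each other (12.3).

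GRASLND (ENSG00000228203) is a long non-coding RNA on chromosome 2, from 6911754 to 6918734 on the minus strand of hg38, and overlaps the 5′ end of RNF144A on the plus strand. The target listed for shGRAS1, GATCCAAGCACAGCAATTT, matched chromosome 2 from 6916866 to 6916884, in exon 2 of the canonical GRASLND transcript and in 24 of its 26 annotated transcripts. The target listed for shGRAS2, CTTAGAGAACAAGGGTTATAA, matched from 6912470 to 6912490, in exon 5 and in 17 of the 26 transcripts. The normalized count of GRASLND was 309, 330 and 290 in the shlacZ libraries, 175 and 131 in the sh4 libraries, and 227 and 163 in the sh8 libraries. All 4 knockdown libraries thus lay under all 3 control libraries. The mean was 309 ± 20.1 (SD, n = 3) in the control, 153 ± 30.9 (SD, n = 2) under sh4 and 195 ± 45.1 (SD, n = 2) under sh8, which is 50.5% and 37.0% lower than the control. In limma the log2 fold change of both hairpins together was -0.85 (SE 0.19, adjusted p 0.0402). The exact permutation test gave a two-sided p of 0.0571, where the smallest value that 35 splits allow is 0.0286. Under sh4 alone the log2 fold change was -1.02 (adjusted p 0.00662), and under sh8 alone it was -0.68 (adjusted p 0.110). The difference between sh4 and sh8 of -0.34 was not past the threshold (adjusted p 0.421). The GRASLND level rested on the full set of libraries, since leaving out the second shlacZ library gave -0.80 with an adjusted p of 0.182, and only 1 of the 7 fits that each left out a library kept an adjusted p under 0.05. Without the variance trend, the adjusted p was 0.0806.

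**Figure D1:**
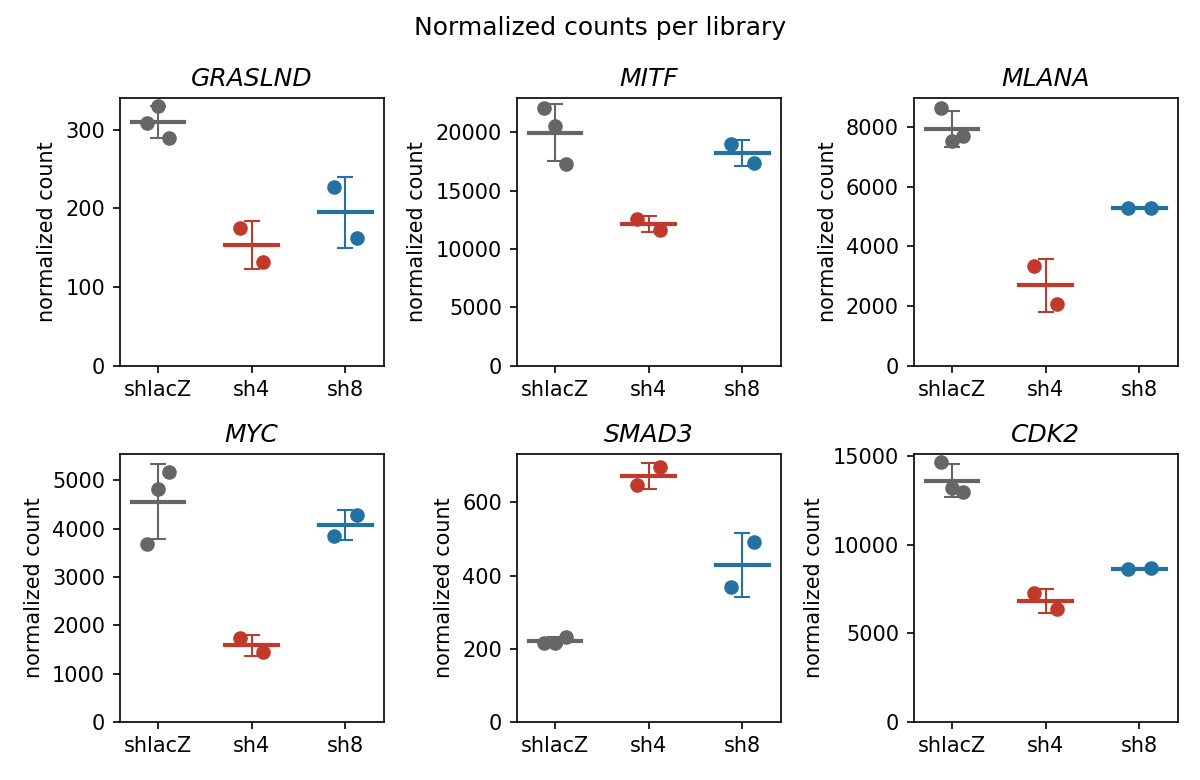
Normalized counts (vertical axes, linear from 0) of 6 genes in each library, by hairpin on the horizontal axes; points are libraries, wide lines are group means and error bars are SDs. GRASLND was lower in all 4 knockdown libraries, whereas MYC averaged 1589 under sh4 and 4073 under sh8, against 4560 in the control.

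The first question was which transcripts change upon GRASLND knockdown, with both hairpins pooled as in the study. Of 15420 genes tested, 307 were called, 200 higher and 107 lower. At the adjusted p alone, 711 genes passed. In 305 of the 307 calls, all knockdown libraries lay beyond all control libraries, a separation seen in 21.2% of all tested genes and expected by chance in 5.71%. The 2-level fit counts differences between the hairpins as noise, and the mean of both hairpins in the 3-group fit gave 621 calls.

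Among genes with a mean of at least 50, RNASE1 (ENSG00000129538, chromosome 14, 20801228 to 20802855) had the highest rise, from 4.64 ± 3.85 normalized counts in the control to 354 ± 59.3 under sh4 and 92.8 ± 2.62 under sh8 (log2 fold change 5.28, SE 0.64, adjusted p 0.00450 by limma). OTULINL (3.63), ZAP70 (3.51), TMEM158 (3.06), STC1 (2.96) and CDK15 (2.64) followed by pooled log2 fold change. CDK15 (ENSG00000138395) rose to a similar level under each hairpin, from 15.7 ± 4.33 to a mean of 104 under sh4 and of 98.7 under sh8. The deepest fall was that of the long non-coding RNA PLCH1-AS1 (ENSG00000239508, chromosome 3, 155449184 to 155457753), from 442 ± 138 normalized counts to 42.2 ± 15.6 (SD, n = 4) in the knockdown libraries (log2 fold change -3.40, SE 0.33, adjusted p 0.00221). PRDM7 (-3.25), ABCB5 (-2.82), UBAP1L (-2.81), CDH7 (-2.50) and PI15 (-2.45) followed. PRDM7 has a near-identical paralog, PRDM9, and its reads are uncertain. The control libraries varied widely for PRDM7 (826 ± 493) and UBAP1L (1855 ± 1031). PI15 (ENSG00000137558) fell from 1421 ± 182 to 266 ± 70.9 in the knockdown libraries, with an adjusted p of 0.00117 by limma. The PI15 3′ UTR carries 4 seed heptamers of shGRAS1, and that of CDH7 carries 3 of shGRAS1 and 2 of shGRAS2. Direct repression by a hairpin thus stays open for PI15 and CDH7. PRDM7, ABCB5 and UBAP1L carry no heptamer of either hairpin, whereas OTULINL and STC1, which rose, do carry some. Of these 12 genes, OTULINL, ZAP70, TMEM158, STC1, ABCB5 and CDH7 lost an adjusted p under 0.05 when the second shlacZ library was left out.

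The next question was how the genes the study names for melanoma cell state, the cell cycle and the interferon response behaved. The labels of these libraries name doxycycline and no interferon treatment. Of the 21 tested genes, GRASLND included, 7 passed an adjusted p under 0.05 adjusted over the list alone and 4 over all genes tested. The study chose part of this list on these libraries, so the first count is not independent evidence. The 4 were GRASLND, SMAD3, LEF1 and CDK2. SMAD3 (ENSG00000166949, chromosome 15, 67063763 to 67195173) rose from 222 ± 10.1 normalized counts to 672 ± 34.8 under sh4 and 430 ± 87.5 under sh8 (log2 fold change 1.27, SE 0.21, adjusted p 0.0168), higher in all 4 knockdown libraries. LEF1 (ENSG00000138795, chromosome 4, 108047545 to 108168956) rose from 1853 ± 515 to 6051 ± 1445 and 3206 ± 51.3 (1.28, SE 0.29, adjusted p 0.0398). CDK2 (ENSG00000123374, chromosome 12, 55966781 to 55972789) fell from 13617 ± 929 to 6830 ± 661 and 8655 ± 21.3 (-0.82, SE 0.14, adjusted p 0.0169), under the fold change threshold. SMAD3 and CDK2 were no longer past an adjusted p of 0.05 without the second or the third shlacZ library, and LEF1 without any of the shlacZ or sh4 libraries.

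MITF, the melanocyte lineage factor (ENSG00000187098, chromosome 3, 69739456 to 69968336), had a pooled log2 fold change of -0.42 (SE 0.19, adjusted p 0.209). Its target MLANA (ENSG00000120215) had -1.09 (SE 0.29, adjusted p 0.0604), MYC (ENSG00000136997) -0.83 (adjusted p 0.189), STAT3 0.38 (adjusted p 0.202) and NFKB2 0.46 (adjusted p 0.335). CDK1 (-0.47, adjusted p 0.103), CDK4 (-0.54, adjusted p 0.130), CDKN3 (-0.33, adjusted p 0.205), CDKN2B (1.13, adjusted p 0.0827), TGFB1 (0.32, adjusted p 0.278) and EIF2AK2 (-0.19, adjusted p 0.299) did not pass in the pooled comparison either. In the 3-group fit the mean of both hairpins passed for MITF, MLANA, MYC, CDK1 and CDKN2B. The interferon genes TAPBP, TAP1, PSMB8, PSMB9, B2M and CD274 were not past the threshold in the pooled comparison, with log2 fold changes from -1.21 for CD274 to 0.34 for TAPBP. CXCL9 had at most 3 reads per library, so a change was not detectable at this depth.

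Next, each hairpin was compared with the control on its own. Under sh4, 1259 genes were called, 739 higher and 520 lower. Under sh8, 178 genes were called, 100 higher and 78 lower. At the adjusted p alone the counts were 3464 (1624 higher and 1840 lower) and 451 (213 higher and 238 lower), so the excess of higher genes depends on the fold change threshold. The median SE of a log2 fold change was similar in both, since the fit shares its spread, so the counts differ in the size of the changes. The count under sh8 was the less stable and rose to 411 without the first shlacZ library. Between sh4 and sh8 directly, 492 genes were called, 297 higher and 195 lower under sh4. Of the 21 genes the study names, 16 passed under sh4 adjusted over the list alone, and 14 over all genes tested. These numbers were 5 and 2 under sh8, and 10 and 3 between sh4 and sh8. The 14 included STAT3 (log2 fold change 0.62, adjusted p 0.0118), NFKB2 (0.88, 0.0161), TGFB1 (0.52, 0.0439) and TAPBP (0.55, 0.0158). They also included CDK1 (-0.68, adjusted p 0.00416), CDK4 (-0.70, 0.0401) and CDKN2B (1.54, 0.00882). None of the genes just named passed under sh8, where the 2 were SMAD3 and CDK2.

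The 3 genes of that list that differed between sh4 and sh8 were MITF, MLANA and MYC. MITF was 19985 ± 2425 normalized counts in the control, 12127 ± 696 under sh4 and 18225 ± 1141 under sh8, with a log2 fold change of -0.71 under sh4 (adjusted p 0.00483) and -0.13 under sh8 (adjusted p 0.658). MLANA was 7954 ± 600 in the control, 2704 ± 886 under sh4 and 5294 ± 4.45 under sh8 (-1.59 and -0.58, adjusted p 0.000354 and 0.113). MYC fell under sh4 by 1.51 on the log2 scale (adjusted p 0.000287), and under sh8 by 0.15 (adjusted p 0.663). The difference itself had an adjusted p of 0.0415 for MITF, 0.0142 for MLANA and 0.00277 for MYC by limma. That of MITF was not past the threshold after quantile normalization, after removal of the GC and length trend, or without the second shlacZ library.

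The calls with the highest difference between sh4 and sh8 were LYZ, VGF and ITGA10, and those with the lowest were TEX15, SLC25A48 and TEX41. VGF (ENSG00000128564, chromosome 7, 101162509 to 101165569) was 1617 ± 206 normalized counts in the control, 16821 ± 766 under sh4 and 438 ± 216 under sh8, so that the hairpins changed it in opposite directions (log2 fold changes 3.38 and -1.97, adjusted p 8e-05 and 0.00374). The long non-coding RNA TEX41 (ENSG00000226674) fell under sh4, with -1.64, and rose under sh8, with 0.98 (adjusted p 0.000724 and 0.0369). ITGA10 (ENSG00000143127) was 11.6 ± 1.37 in the control, 1249 ± 387 under sh4 and 35.9 ± 3.22 under sh8. LYZ was 1.98 ± 2.11, 414 ± 110 and 6.28 ± 1.42 in the same order, with few reads in the control and under sh8. TEX15 was 223 ± 14.5, 26.8 ± 7.52 and 224 ± 28.3.

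To determine how far the hairpins share their changes, their log2 fold changes were correlated across the 15420 genes, which are not independent replicates. Pearson's r was 0.576. Since both comparisons use the same control libraries, unchanged groups were simulated against these controls, and r was 0.399 on average and at most 0.428 in 20 simulated data sets. With separate control libraries for each hairpin, an alternative chosen after seeing the data, the median r over 6 divisions was 0.370, ranging from 0.251 to 0.435. Of the calls, 113 were shared, 111 in the same direction and 2 in opposite directions. Simulated data in which only sh4 had an effect gave at most 2 shared calls. They also gave at most 2 calls under sh8 in all. They thus cannot tell how many calls would be shared if the 178 calls under sh8 were unrelated to those under sh4. Among the genes called under sh4, 89.0% had the same sign under sh8, against 59.6% in those simulations.

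**Figure D2:**
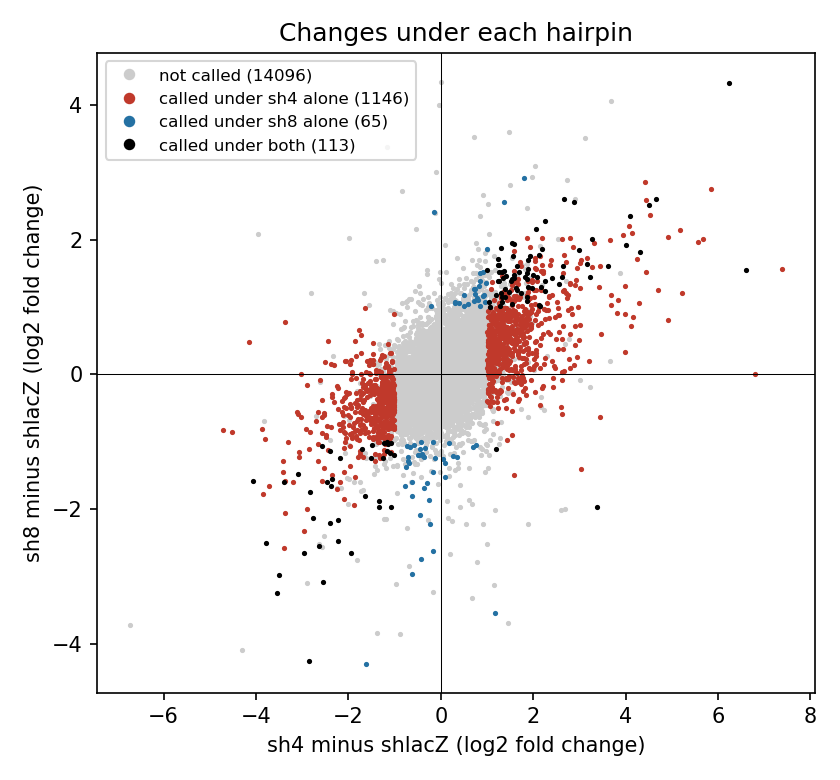
Log2 fold change of each tested gene under sh4 (horizontal axis) and under sh8 (vertical axis) against shlacZ; each point is a gene, coloured by where it was called. The calls under sh4 alone (1146) outnumber those under sh8 alone (65) and under both (113).

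Of the principal components, PC1 carried 44.3% of the variance, PC2 15.4% and PC3 14.6%. On PC1 the shlacZ libraries lay at -23.0, -22.5 and -19.3, the sh8 libraries at -3.55 and 1.39, and the sh4 libraries at 29.7 and 37.3. PC1 thus ordered the libraries by group, with sh8 between the control and sh4. A pseudocount of 10 raised the share of PC1 most, to 59.0%.

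**Figure D3:**
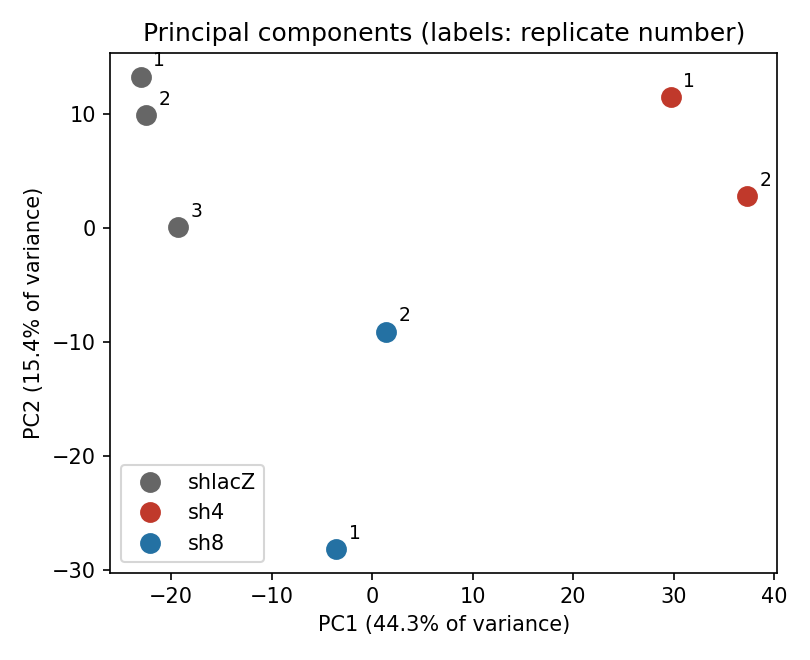
Scores of the 7 libraries on PC1 (44.3% of the variance, horizontal axis) and PC2 (15.4%, vertical axis), from log2 values of the 500 most variable genes; points are libraries, coloured by hairpin, with replicate numbers. The sh8 libraries sit between the shlacZ and the sh4 libraries on PC1.

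Finally, gene lists were tested for the pathways the study reported. Of 16 lists, 10 passed an adjusted p under 0.05 by camera in knockdown against control, 3 higher and 7 lower. The values given are the mean log2 fold change of a list minus that of all other genes. The S phase list was lower (-0.43, 43 of 43 genes lower, adjusted p 5.88e-12), as were MYC targets (-0.60, 29 of 30 genes, adjusted p 2.09e-11), cytosolic ribosome (-0.33, 78 of 78 genes, adjusted p 1.62e-09) and melanocytic genes (-0.61, 19 of 22 genes, adjusted p 4.5e-05). G2/M phase (-0.22), respiratory chain (-0.21) and cholesterol synthesis (-0.28) were also lower, with adjusted p of 0.000294, 0.000340 and 0.0254. IL6 JAK STAT3 (0.40, 14 of 14 genes higher, adjusted p 0.000455), WNT (0.36, adjusted p 0.00199) and EMT (0.37, 21 of 29 genes higher, adjusted p 0.00258) were higher. Not past the threshold were dedifferentiated (0.44, adjusted p 0.169), TGF beta (0.23, adjusted p 0.249), type I interferon (0.23, adjusted p 0.134), TNF NFkB (0.20, adjusted p 0.134), interferon gamma (0.03, adjusted p 0.429) and p53 targets (-0.06, adjusted p 0.888). Under fry, 3 of the 10 held, namely EMT (adjusted p 0.0114), IL6 JAK STAT3 (0.0365) and S phase (0.0354). With an estimated correlation between genes, 0 lists passed, and 2 had an unadjusted p under 0.05. The lists share genes with those the study drew from its enrichment analysis of these libraries, for instance 27 of the 30 MYC targets, 27 of the 43 S phase genes and 12 of the 45 EMT genes.

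By camera, 11 lists passed under sh4, 7 under sh8 and 7 between sh4 and sh8. By fry these numbers were 5, 1 and 2. EMT passed by camera under sh8 (0.37, adjusted p 0.000343) and not under sh4 (adjusted p 0.0621), but by fry it passed under both (adjusted p 0.0247 under sh4 and 0.0236 under sh8), and the difference was not past the threshold of camera (adjusted p 0.704). The melanocytic list was -0.93 under sh4 and -0.29 under sh8, and the difference of -0.64 passed (adjusted p 1.5e-08 by camera, 0.0272 by fry).

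**Figure D4:**
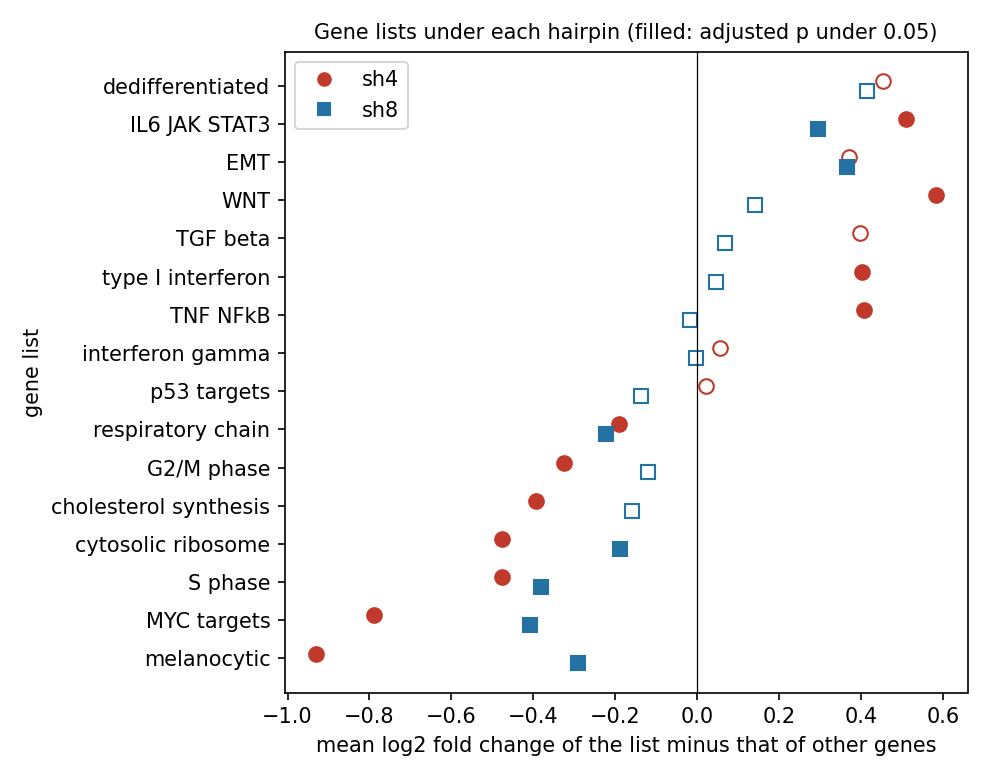
Mean log2 fold change of each list minus that of other genes (horizontal axis) for 16 gene lists (vertical axis), under sh4 (circles) and sh8 (squares); filled symbols have an adjusted p under 0.05 by camera. The melanocytic list lies at -0.93 under sh4 and at -0.29 under sh8.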

Values the study reported

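The study reported that its hairpins lowered GRASLND by 71% (shGRAS1) and 67% (shGRAS2), measured by quantitative PCR. In its RNA sequencing, PC1 explained 64% of the variance. It reported 549 differentially expressed genes upon knockdown, of which 393 were higher and 156 lower.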

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

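The tests of seed matches and of calls above the control were chosen after these results were seen. A total of 23 results drew attention because sh4 and sh8 differed in the direct comparison, namely the 492 called genes as a whole, 15 of the named genes and 7 gene lists. Of the named genes, 6 had been picked for that difference. A further 43 values were tested for a library far from the other knockdown libraries, and 0 were, with a highest gap of 0.776 of the range, under the 95% critical value of Dixon.

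Among the genes the study names, sh4 lay lower than sh8 for MITF (-0.59), MLANA (-1.01) and MYC (-1.36) on the log2 scale. Of the genes with the strongest pooled changes, OTULINL (2.04), ZAP70 (2.00), TMEM158 (2.49) and STC1 (2.09) were higher and ABCB5 (-2.48) and CDH7 (-1.79) lower under sh4 than under sh8. In each of these 6 genes sh8 moved in the same direction by less. LYZ (5.82), VGF (5.35), ITGA10 (5.05), TEX15 (-3.04), SLC25A48 (-2.70) and TEX41 (-2.62) had been chosen for their difference. By list, the mean of sh4 minus sh8 against other genes was -0.64 for melanocytic genes, 0.36 for type I interferon, -0.38 for MYC targets, 0.43 for TNF NFkB, 0.44 for WNT, -0.21 for G2/M phase and -0.29 for cytosolic ribosome. Only the melanocytic (adjusted p 0.0272) and WNT (0.0117) differences also passed under fry.

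Several technical explanations were tested on the 492 genes. With the reads of all libraries drawn down to the lowest total, 90.4% of these calls were kept, which argues against sequencing depth. With the GC and length trend removed per library, 94.7% were kept, which argues against such a trend. A seed match of either hairpin was present in 49.4% of the calls, against 34.7% of all tested genes. Direct repression through seed matches could therefore contribute. Calls without a match do not exclude it, since only exact heptamers in canonical 3′ UTRs were counted and similar heptamers also lay low. In 209 of the 492 calls the hairpin with the higher level was called higher than the control. With repression by the other hairpin alone, 20 simulated data sets gave at most 4. Such repression thus does not account for the rise above the control in those calls. Whether it accounts for their difference between hairpins stays open, since a rise shared by both hairpins was not simulated. Among genes in the heptamer test, 39.47% of those higher under sh4 than under sh8 carried a shGRAS2 match, against 24.02% of those not called. For shGRAS1 matches, the shares were 62.5% of those lower under sh4 and 35.62% of those not called. For the other calls direct repression stays open as well. MITF, MLANA and MYC each carry a heptamer of the shGRAS1 target in their 3′ UTR, as do LEF1, SMAD3 and CDKN2B, which rose under sh4. MLANA (AAGGGTT) and MYC (GGGTTAT) also carry a heptamer of the shGRAS2 target. Indirect effects of seed targets stay open, as do differences between the cell populations that carry each hairpin, which were not tested. A different degree of GRASLND lowering also stays open for genes that moved the same way under both hairpins. VGF and TEX41 moved in opposite directions. For these, it would need a response that changes direction with the GRASLND level, which was not tested.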

How the results depend on the processing

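limma-voom on recovered reads, the fit without genes matching a seed, the GC and length correction, the rescaled lists and the separate controls were chosen after seeing the data. The planned edgeR and DESeq2 tests on recovered reads were not run, because the table could not be declared as counts. Fits that would have left sh4 or sh8 with 1 library in its own comparison give no calls.

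The counts of calls stayed within 1.5 times under other pseudocounts, minimum means, scalings, limma-voom and the GC and length correction, with 227 to 329 calls for knockdown against control. Without the variance trend there were 108 calls in knockdown against control and 57 under sh8. With the adjusted p alone there were 711, 3464, 451 and 1079 calls for knockdown against control, sh4, sh8 and sh4 against sh8. The balance then turned to lower for sh4 against control (1624 higher and 1840 lower) and sh8 against control (213 and 238), and for sh8 it was even in the fit of the sh8 and shlacZ libraries alone (70 and 71). Without genes matching a seed, which tests fewer genes, there were 164, 756, 65 and 184. The mean of both hairpins in the 3-group fit gave 621 calls, since it does not count differences between hairpins as noise.

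Leaving out each library in turn gave from 56 calls (without the second shlacZ library) to 524 (without the first sh8 library) for knockdown against control over 7 fits, 1035 to 1600 for sh4 over 5 fits, 108 to 411 for sh8 over 5 fits, and 462 to 639 for sh4 against sh8 over 3 fits. For knockdown against control, leaving out the third shlacZ library (79), the first (114) or second (156) sh4 library also moved the count by over 1.5 times. The low count without the second shlacZ library shared 54 genes with the 307. Genes called under both hairpins in the same direction ranged from 67 without the second shlacZ library to 247 without the first. The correlation between hairpins ranged from 0.464 to 0.635. Lists past the threshold ranged from 9 to 11. The cause of these moves was not tested, beyond the loss of a control library.

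The GRASLND level, as a log2 fold change, ranged from -0.99 to -0.73 over the 7 fits that each left out a library, with adjusted p from 0.0171 (without the first sh8 library) to 0.182. It was past the threshold in 1 of these. Of 11 other alternatives without the block, 10 were past the threshold. The adjusted p was lowest in the 3-group fit (0.00967) and highest without the variance trend (-0.85, adjusted p 0.0806). For this gene the minimum means, the fit without trend, the 3-group fit, the GC and length correction and the fit without genes matching a seed were added after seeing the data.

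The replicate number as a block gave 42 calls for knockdown against control, and -0.90 for the GRASLND level (adjusted p 0.150), while the other counts stayed within 1.5 times (1287 for sh4, 242 for sh8 and 584 for sh4 against sh8). The third shlacZ library has no partner in this fit, and without it there were 79 calls. Same-numbered libraries had correlations of 0.337, 0.117 and 0.0337 (number 1) and 0.213, -0.0781 and 0.0337 (number 2) between their deviations from the group means. These are positive between shlacZ and sh4 at both numbers and not over 0.1 in every pair, and the labels state no shared batch, so the samples were not treated as paired and a partial sharing stays open.

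The correlation of the shared changes of the hairpins was 0.506 without the minimum mean and 0.370 with separate control libraries, whose construction removes the shared noise. Of the principal components, PC1 carried 59.0% with a pseudocount of 10, which lowers the weight of low genes. Under fry 3 lists passed and with an estimated correlation 0, in place of 10, so the list results depend on the preset correlation.

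Results that changed sign were all far from the threshold. The TNF NFkB list, sh8 against control, was 0.014 with a pseudocount of 10, 0.059 with a mean of at least 50 and 0.073 with the block, and from -0.15 to 0.073 over 5 fits that each left out a library. The interferon gamma list, knockdown against control, was -0.13 without the minimum mean and from -0.029 to 0.073 over 7 such fits. The type I interferon list, sh8 against control, was from -0.028 to 0.088, and the p53 targets list, knockdown against control, from -0.11 to 0.013. TEX15, sh8 against control, was -0.021 with the block and -0.0093 with limma-voom, and from -0.025 to 0.057 over left-out libraries. TAP1, knockdown against control, was from -0.012 to 0.38, and SLC25A48, sh4 against control, from -1.21 to 0.047.

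Single genes and lists were followed in knockdown against control, and elsewhere only where past the threshold or where the hairpins differed. This restriction was made after a fuller version had been seen, in which more results changed sign.

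Among values of single genes, 56 became weaker and 6 stronger over the other alternatives, and 54 became weaker and 9 stronger over left-out libraries. Among lists these numbers were 73 and 7, and 9 and 6. GRASLND kept the pooled threshold in only 1 of the 7 fits that each left out a library. Apart from GRASLND, the genes ABCB5, CDH7, STC1, TMEM158 and LEF1 lost it most often over left-out libraries. Depth limits CXCL9 and LYZ, whose control counts are near the floor of 3 reads.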

Other observations

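The tests of seed repression, of opposite directions and of other splits were chosen only after the result was seen. The tests of depth, GC content and length, abundant genes, base composition, scaling and neighbouring genes were set before their results were seen.

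The number of called genes was 7.07 times higher under sh4 than under sh8 (1259 against 178). The ratio was 7.25 with all libraries at the same depth, 6.78 with the GC and length trend removed, and 7.52 with the libraries scaled to their totals without the 20 most abundant genes. None of these 3 technical explanations would leave the ratio so high. The size of the ratio is less certain, with 3.89 without the first shlacZ library (1600 against 411) and 21.2 without the variance trend (1208 against 57). Direct seed repression can only lower a transcript, and the ratio was 7.39 among genes called higher (739 against 100), so it is not the only cause of the wider change. For genes called lower it stays open. Their ratio was 12.6 among genes without a seed match (315 against 25), but similar heptamers outside that definition also lay low. The prediction written beforehand for seeds named the ranks of the heptamers and was met by them, and these ratios were chosen after the ranks were seen. If sh4 acted only by lowering GRASLND further, and each gene responded in the same direction at every GRASLND level, both hairpins should move each gene the same way. The second condition was not tested. At an adjusted p under 0.05 under both hairpins, 319 genes moved in the same direction and 9 in opposite directions. In 20 simulated data sets, with the sh8 changes set to 0.667 of the sh4 changes (the ratio of the GRASLND changes), at most 2 genes moved in opposite directions. That setting builds in the same direction for each gene. Under that condition, a stronger lowering of GRASLND is unlikely to be the whole cause. It may still account for the changes that both hairpins share. GRASLND itself did not differ past the threshold between sh4 and sh8 (-0.34, adjusted p 0.421 by limma). Effects of each hairpin on other transcripts, or differences between the cell populations, stay open.

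A pattern that invites a closer look is a seed signature of each hairpin. Under sh8, AAGGGTT ranked lowest of 16165 heptamers (z -11.0), with 1227 genes that carry it in the 3′ UTR lying 0.13 lower on the log2 scale than other genes. AGGGTTA (rank 2, z -7.48) and GGGTTAT (rank 5, z -5.02) followed. All 3 lie in the target listed for shGRAS2. Under sh4 the same heptamers ranked 12685, 16005 and 12572. The lowest under sh4, AGCAATA (z -7.68), is not in a target sequence, and neither is AGGGTTT, rank 3 under sh8. The shGRAS1 heptamers CAGCAAT (rank 2, z -6.29), AGCAATT (rank 5, z -4.59) and ACAGCAA (rank 19, z -3.20) were among the lowest under sh4, and ranked 10019, 3910 and 4868 under sh8. In all, 6 of the 8 seed heptamers of the GRASLND hairpins were among the 20 lowest under a single hairpin, and 0 of these 6 were so under both. The heptamers of the control hairpin ranked 12022 or higher under both, up to 16067 for TCATCTG under sh8 (z 2.82), so that genes with them lay higher than other genes. The signature was present in each library, since the shift of genes with AAGGGTT was -0.12 and -0.13 in the sh8 libraries, and 0.02 and 0.01 in the sh4 libraries. For CAGCAAT it was -0.11 and -0.12 in the sh4 libraries, and 0.01 and 0.00 in the sh8 libraries. Among heptamers made of the same bases, 4 of the 6 ranked lowest and the others ranked 2, AGGGTTA behind AAGGGTT of the same target and GGGTTAT behind AGGGTTT, which argues against the length and base composition of the 3′ UTRs as the cause for most of them. A candidate explanation is microRNA-like repression by each guide RNA. It would also be consistent with sh4 being shGRAS1 and sh8 being shGRAS2, which the labels do not state and which was used nowhere as a grouping.

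Of 60 genes called lower under sh8 with a 3′ UTR in that test, 40 (66.7%) carried a shGRAS2 seed match, against 27.5% of the 80 called higher and 24.1% of those not called. Under sh4, 150 of 310 genes called lower (48.4%) carried a shGRAS1 match, against 37.7% of the 440 called higher and 35.5% of those not called. Control hairpin matches were carried by 51.2% of higher calls, 43.3% of lower calls and 41.7% of genes not called under sh8, and by 45.5%, 41.6% and 41.6% under sh4. Repression by the control hairpin would place its targets among the higher calls, and it was not tested further. These shares are across genes, which are not replicates, and were not corrected for 3′ UTR length. Without genes matching a seed of either hairpin, 756 of the 1259 calls under sh4 and 65 of the 178 under sh8 remained. Some lower calls may thus reflect the hairpin rather than GRASLND. No biological explanation of the signature was tested.

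For the 307 genes called between knockdown and control, 1 of the 35 splits of the 7 libraries, the real one, gave as many, and the highest count among the others was 62. For the gene lists, 7 of the 35 splits gave at least 10 lists past the threshold, the real one included, and the highest was 11. All 6 others with at least 10 lists keep both sh4 libraries on one side, and so carry part of the sh4 change. The 20 splits that part the sh4 libraries gave 3 to 8 lists. The count of splits thus does not tell whether the number of lists exceeds chance.

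Cytosolic ribosome genes were lower in 78 of 78 cases in knockdown against control. With the GC and length trend removed the shift was -0.32, and under the scaling that reduced it most, quantile normalization, it was -0.20, both past the threshold of camera. Neither a GC or length trend nor the scaling of the libraries accounts for all of it. Fry did not call the list (adjusted p 0.270), so whether it exceeds the correlation between ribosomal genes stays open.

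GRASLND overlaps RNF144A, so genes close to the locus were examined. Within 500 kb, 2 other genes were tested and 0 passed the adjusted p in knockdown against control (0 at an unadjusted p under 0.05), and such a small number cannot decide whether neighbours are affected. This test was first coded to argue against an effect, and was recoded as undecided once only 2 genes turned out to be testable. RNF144A (ENSG00000151692) had a log2 fold change of -0.54 under sh4 (SE 0.125, adjusted p 0.0123 by limma) and of 0.05 under sh8 (adjusted p 0.871), and the difference passed (adjusted p 0.0295).

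The number of called genes for knockdown against control was 307 here, with 621 in the 3-group fit and 56 to 524 when each library was left out in turn. The first is lower than the value quoted from the study above and the second higher, so the order depends on the fit. The tests also differ, since the study used DESeq2 on a count matrix. Here limma was used on log2 values of genes above a minimum mean. The number of genes called higher was 200 here, with 407 in the 3-group fit. These too lie on either side of the value quoted from the study above. GRASLND was 50.5% lower than the control under sh4 and 37.0% lower under sh8 in these libraries. Each is a smaller reduction than either value quoted from the study above, which came from another assay.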
